A study of Mus musculus with 10 samples.

How the data were processed

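Poly(A) RNA from cultured mouse enteric neural crest cells was sequenced as paired-end Illumina libraries. Enteric neural crest cells are the embryonic cells that colonise the gut and form its nervous system. Per the labels, the cells came from gut tissue of C57BL/6J embryos and were left untreated or given recombinant FGL2 (fibrinogen-like protein 2). The labels give neither the concentration of the protein nor the time of exposure. They describe 10 samples, 5 per group. The design text speaks of 3 replicates per group, and which 3 is not stated, so all 5 were used and a fit on replicates 1 to 3 was kept as an alternative.

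The authors deposited a single table of estimated counts per gene, with Ensembl mouse gene identifiers and symbols and a column for each sample. The authors did not normalise these estimated counts, and library totals differ between columns. Of the nonzero values, 11.8% are not whole numbers, so some fragments were divided between genes. The aligner, the quantification tool, their versions, the genome build, the annotation release and the strandedness are not stated in the labels or the file header. Division of fragments between near-identical genes makes the values of paralogs less certain, and overlapping genes on opposite strands share that uncertainty. Every column matched the label of a single sample, and 0 columns of per-sample values were left unused. The table lists 21956 genes, of which 21548 are protein-coding in GENCODE release M39. Xist is not listed in the table, so the sex of the cells was read from Y-linked genes.

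Estimated counts were rounded to whole numbers. Genes were kept by the filterByExpr function of edgeR 4.0.16 (minimum count 10, minimum total 15), which left 13424 genes. Library sizes were the totals over the kept genes, scaled with TMM (trimmed mean of M-values) factors. FGL2 libraries were compared with control libraries by edgeR's quasi-likelihood F test with robust dispersion and Benjamini-Hochberg adjustment, and an adjusted p-value under 0.05 was the threshold. The fit held the group and no other factor, because the labels give no batch. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. CPM values (counts per 1e+06 counts of the library) are TMM-scaled unless stated otherwise. Positions are those of GENCODE M39 on GRCm39, found by Ensembl identifier. The authors' build is unknown and the table holds no coordinates.

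A list of 16 marker genes and 18 gene sets was written before the data were examined, as were the grouping, the tests and most alternatives. The sets cover metabolism, because the title of the series names metabolic dysregulation, and stress, inflammation, proliferation and cell identity. Older symbols were matched through RefSeq synonyms, and each set had at least 80% of its members in the table. A set score is the mean log2 CPM (prior count 2) over the members that passed the filter. Scores were compared by a two-sided exact permutation test over the 252 arrangements of 5 against 5, whose smallest p-value is 0.00794, and adjusted over the 18 sets. At least 3 sets must reach that smallest p-value before any adjusted value falls under 0.05. The genes named in the text are the 5 largest rises and 5 largest falls among genes that passed the threshold, had a mean of at least 1 CPM and had every FGL2 library beyond every control library. The member of each metabolic set with the smallest unadjusted p-value and 13 of the 15 tested marker genes are named as well. The other 2 entered the adjustment over the list and the counts of markers, and are not reported singly here.

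Total counts lay between 15707219 and 19884102 per library, so the floor of 3 counts corresponded to between 0.151 and 0.191 CPM. The libraries carry no molecular identifiers, and these floors cover counting error alone. Counts were simulated from the real means, dispersions and library sizes. The test recovered 56% of 50 genes changed 1.2-fold, 90% of 50 changed 1.5-fold, 98% of 50 changed 2-fold and 96% of 50 changed 3-fold. It called 6 of 13224 unchanged genes. With no gene changed it called 0 of 13424 genes, and 4.96% had an unadjusted p-value under 0.05.

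The alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1), other filters on low counts, a surrogate variable from sva 3.50.0, replicates 1 to 3, omission of each library in turn, and the replicate number as a block. The pairing comes from the suffixes 1 to 5 that the labels give in both groups. For the sets they also included medians, unscaled totals and limma's camera test with an inter-gene correlation of 0.01. A correction for GC content and transcript length (splines with 4 degrees of freedom per library, as offsets), limma-voom with sample quality weights, and an interferon covariate were chosen after seeing the data. R 4.3.3 and Python 3.11.15 were used.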

Results

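The transcriptomes of enteric neural crest cells were measured in 10 libraries, 5 from untreated control cultures and 5 from cultures given recombinant FGL2. The series title places the comparison in the study of metabolic dysregulation in Hirschsprung disease, in which part of the bowel lacks enteric neurons. The total of estimated counts per library, in units of 1e+06, was 17.4 ± 1.71 in controls and 18.04 ± 0.470 with FGL2 (SD, n = 5 each), and single libraries held between 15707219 and 19884102. The difference in depth was within the spread between libraries (two-sided exact permutation test, p = 0.421). Between 15649 and 15886 genes had at least 1 count in a library. The 10 largest genes of a library took between 5.64% and 6.34% of its counts.

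The libraries were close to each other. The Pearson correlation of log2 CPM across genes was 0.9936 on average for the 10 pairs of controls, 0.9926 for the 10 pairs of FGL2 libraries and 0.9929 for the 25 pairs across groups. The common biological coefficient of variation was 5.03%. No 2 libraries agreed within sampling noise: the chi-square statistic per degree of freedom over genes was at least 1.95 in every pair, where 1 is the value for counting error alone. No library was thus a second sequencing of another, and all 10 were kept. Correlations within groups exceeded those between groups by 0.00015 on average, and 7 of all possible splits of the libraries into 5 and 5, the real split included, gave a difference at least as large.

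**Figure D1:**
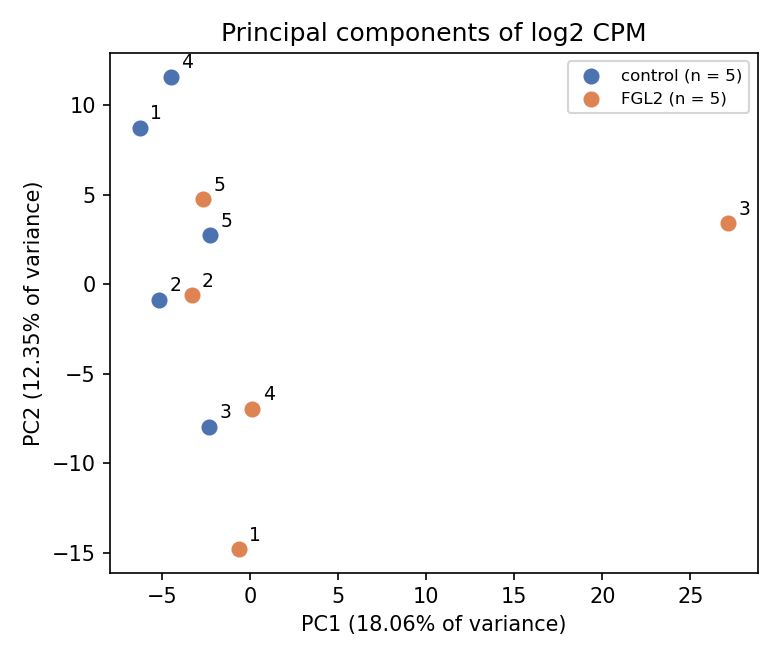
Principal components of log2 CPM over the genes that passed the filter. Each point is a library, numbered by replicate; PC1 (18.06% of variance) and PC2 (12.35%) are in units of log2 CPM summed over genes. FGL2 replicate 3 lies apart at 27.1 on PC1, while the other 9 libraries lie between -6.27 and 0.13.

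FGL2 replicate 3 differed from the rest. The first principal component held 18.06% of the variance and set this library against the other 9. Group means on that component differed by an exact permutation test (p = 0.0476), while the exact p-values of components 2 to 4 lay between 0.214 and 0.944. Mitochondrially encoded genes took 4.604% of its counts and between 2.95% and 3.50% in the other libraries. Over the groups, the mitochondrial share was 3.31 ± 0.0955% in controls and 3.50 ± 0.649% with FGL2 (SD, n = 5 each; exact permutation p = 0.762).

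The gene of the added protein was examined first. Fgl2 (ENSMUSG00000039899, GRCm39 chromosome 5, 21577640 to 21597055) was weakly expressed, with 20 to 44 counts per library. It was at 1.56 ± 0.485 CPM in controls and 1.92 ± 0.472 CPM with FGL2 (SD, n = 5 each). The log2 fold change of 0.31 ± 0.23 (SE) did not pass the threshold (edgeR quasi-likelihood test, adjusted p = 0.75). The protein was supplied to the medium, so the transcript does not check the treatment labels.

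The design text names P75 and nestin as the markers by which the cultures were characterised. Ngfr, the gene of P75, was at 57.4 ± 1.61 CPM in controls and 63.1 ± 2.65 CPM with FGL2 (SD, n = 5 each), and every FGL2 library exceeded every control library. Its log2 fold change was 0.14 ± 0.04 (SE), with an edgeR adjusted p = 0.326 over all genes and 0.0496 over the 15 tested markers. Nes, the gene of nestin, was at 118 ± 2.76 CPM and 118 ± 9.30 CPM. Ednrb was at 78.8 ± 3.51 CPM in controls and 70.1 ± 7.44 CPM with FGL2, a log2 fold change of -0.17 ± 0.06 (SE; edgeR adjusted p = 0.402 over all genes and 0.0562 over the list). Without FGL2 replicate 3, Ednrb passed over all genes (log2 fold change -0.22, edgeR adjusted p = 0.00576). Ret, Sox10, Gfra1, Elavl4 and Tubb3 were detected in all libraries with log2 fold changes between -0.02 and 0.15, none past the threshold over all genes or over the list. Of the 15 tested markers, 1 passed over the list and 0 over all genes, while 2 had an unadjusted p-value under 0.05. Between 0 and 2 markers passed over the list when a library was left out. The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y were expressed in every library, at a summed 113 ± 1.97 CPM in controls and 109 ± 4.92 CPM with FGL2 (CPM of the unscaled totals; SD, n = 5 each; exact permutation p = 0.135).

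Which genes responded to FGL2 was tested over 13424 genes. At an adjusted p-value under 0.05, 15 genes differed, of which 9 were higher and 6 were lower with FGL2. In all 15, every FGL2 library lay beyond every control library. The changes were small: absolute log2 fold changes of these genes lay between 0.19 and 0.48, and 0 of them reached a 2-fold change. Over all tested genes, 1117 (8.32%) had an unadjusted p-value under 0.05, 596 higher and 521 lower. The median standard error of a log2 fold change was 0.066. The count of genes moved most with a surrogate variable as covariate, which gave 82 genes. The DESeq2 Wald test gave 44, limma-voom with sample quality weights gave 37, and replicates 1 to 3 gave 0 genes beside 790 with an unadjusted p-value under 0.05. When a library was left out the count lay between 5 and 53. With the replicate number as a block, 15 genes passed, 14 of them shared with the fit without the block. Deviations of same-numbered libraries from their group means were uncorrelated across genes (mean r = 0.0025 over 5 pairs). Expression thus showed no pairing by number, but pairs of cultures that share little variation would give the same.

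**Figure D2:**
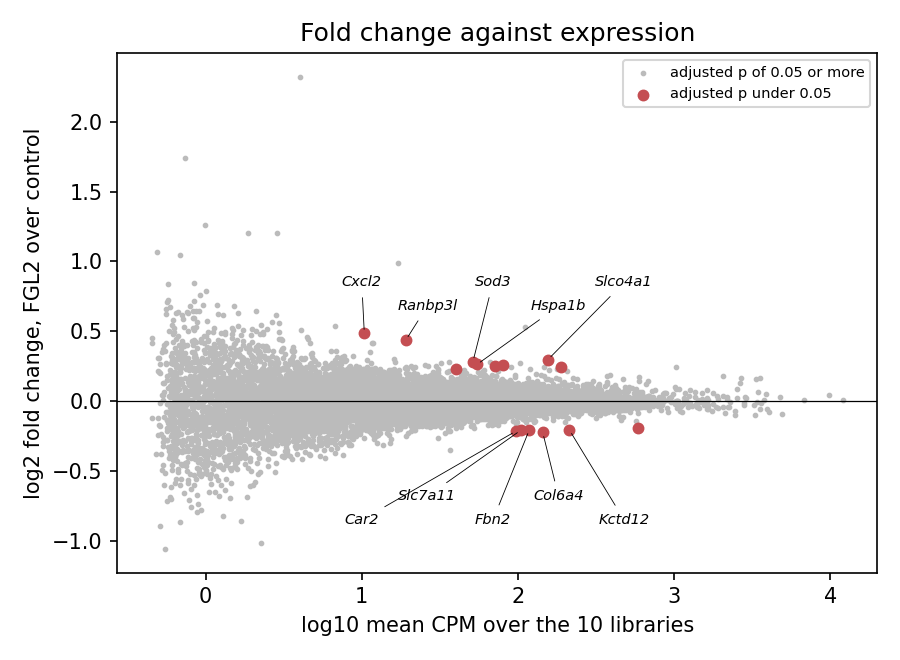
Log2 fold change (FGL2 over control, vertical axis) against log10 mean CPM over the 10 libraries (horizontal axis) for 13424 genes. Red points are the 15 genes with an adjusted p-value under 0.05, with the named genes labelled; their changes lie between -0.22 and 0.48, while larger changes are seen in genes of low expression that did not pass.

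The largest rise was that of Cxcl2, a chemokine gene (ENSMUSG00000058427, chromosome 5, 91051730 to 91053797). It went from 8.66 ± 0.740 CPM in controls to 12.1 ± 0.878 CPM with FGL2 (SD, n = 5 each), a log2 fold change of 0.48 ± 0.09 (SE; edgeR adjusted p = 0.00933), on 120 to 241 counts per library. Ranbp3l (ENSMUSG00000048424, chromosome 15, 8997242 to 9068799) rose from 16.3 ± 1.84 to 22.04 ± 1.77 CPM, a log2 fold change of 0.44 ± 0.08 (adjusted p = 0.00914). The smallest adjusted p-value of all genes, 0.00131, was that of Slco4a1 (ENSMUSG00000038963, chromosome 2, 180097984 to 180116660), which rose from 140 ± 4.31 to 172 ± 12.6 CPM. Its log2 fold change was 0.30 ± 0.04. Sod3 (ENSMUSG00000072941, chromosome 5, 52521070 to 52528883) rose from 46.5 ± 3.06 to 56.5 ± 4.58 CPM, a log2 fold change of 0.28 ± 0.05 (adjusted p = 0.0212). Hspa1b (ENSMUSG00000090877, chromosome 17, 35175412 to 35178214) rose from 49.7 ± 2.68 to 59.6 ± 3.79 CPM (log2 fold change 0.26 ± 0.05, adjusted p = 0.0154). Hspa1b is uncertain, since it has a near-identical copy, Hspa1a, and how the authors' counting treated fragments shared by both is not stated. The summed counts of both genes had a log2 fold change of 0.22 ± 0.04 (edgeR adjusted p = 0.00815).

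Each of the named falls was smaller than each of the named rises. Col6a4, a collagen gene (ENSMUSG00000032572, chromosome 9, 105866653 to 105973990), went from 155 ± 5.65 CPM in controls to 133 ± 4.88 CPM with FGL2 (SD, n = 5 each). Its log2 fold change of -0.22 ± 0.04 (SE) had an edgeR adjusted p = 0.007. Car2 (ENSMUSG00000027562, chromosome 3, 14951317 to 14967568) fell from 104 ± 4.23 to 90.0 ± 4.29 CPM. Slc7a11 (ENSMUSG00000027737, chromosome 3, 49846975 to 50398070) fell from 112 ± 4.91 to 96.8 ± 6.12 CPM. Kctd12 (ENSMUSG00000098557, chromosome 14, 103214017 to 103220073) fell from 229 ± 9.33 to 198 ± 11.7 CPM. Fbn2 (ENSMUSG00000024598, chromosome 18, 58141695 to 58343645) fell from 127 ± 7.09 to 110 ± 3.66 CPM. The log2 fold changes of these 4 genes lay between -0.21 and -0.20, with adjusted p-values of 0.0154 for Car2 and Kctd12, 0.0212 for Fbn2 and 0.0357 for Slc7a11. All 10 named genes are protein-coding. Over the 10 fits that each left out a library, Slco4a1 and Col6a4 passed the threshold in all 10, Cxcl2 and Ranbp3l in 9, Hspa1b in 6, Car2, Kctd12 and Fbn2 in 4, Sod3 in 3 and Slc7a11 in 2. None of the 10 changed direction.

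**Figure D3:**
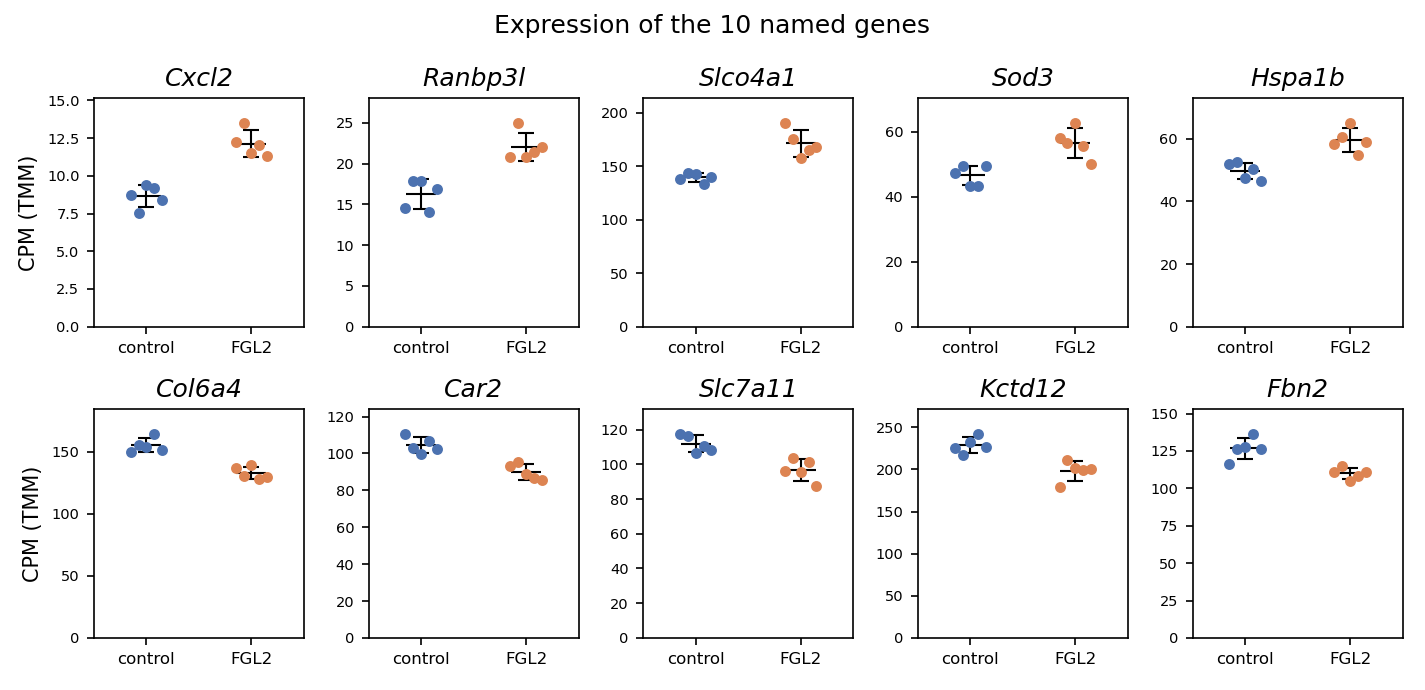
TMM-scaled CPM (vertical axes from 0) of the 10 named genes in the control and FGL2 groups. Points are libraries, and bars are the mean ± SD (n = 5 per group); in each gene every FGL2 point lies beyond every control point, with means between 13.2% and 14.4% lower for the falls and between 19.95% and 39.9% higher for the rises by the fitted fold change.

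Whether metabolic genes changed together was tested with 6 metabolic sets among the 18. None of the 18 sets passed after adjustment, and 3 of the 18 had an unadjusted p-value under 0.05. These were cholesterol biosynthesis, cell cycle and hypoxia targets outside glycolysis, of which only the first is metabolic. In a simulation, drawn once, that shifted a single set by 0.2, 2 of the 17 other sets also had an unadjusted p-value under 0.05. Its genes were drawn independently, so it cannot tell how many sets of genes that vary together would do so. The score of the 22 cholesterol biosynthesis genes was 6.06 ± 0.0292 in controls and 6.13 ± 0.0599 with FGL2 (log2 CPM; SD, n = 5 each). The difference of 0.08 had an exact permutation p = 0.0397 (adjusted 0.238), and 21 of its 22 members were higher. The 24 genes of fatty acid oxidation differed by -0.03 (exact p = 0.0873, adjusted 0.393). The 70 nuclear genes of oxidative phosphorylation differed by 0.05 (exact p = 0.23, adjusted 0.691). Differences in the TCA cycle (-0.02), glycolysis (0.01) and the mitochondrially encoded genes (0.13) had exact p-values of 0.325, 0.714 and 0.484. The mitochondrial difference fell to 0.0016 without FGL2 replicate 3. Without that library fatty acid oxidation and the TCA cycle also shrank, to -0.017 and -0.0064. Cholesterol biosynthesis, nuclear oxidative phosphorylation and glycolysis grew, to 0.103, 0.063 and 0.034. Nuclear oxidative phosphorylation was lowest, at 0.028, without FGL2 replicate 1. That library had this set's highest score (5.16) and the most negative Spearman correlation of deviation from the other libraries with transcript length (-0.235). Control replicate 5 had the lowest score (4.95) and the most positive such correlation (0.26). The GC and length correction was not applied to this set, so a length trend may account for part of its difference. The members with the smallest unadjusted p-values were Sc5d, Acsl1, Ndufb10, Fh1, Eno2 and mt-Nd3 for their respective sets. Their log2 fold changes lay between -0.19 and 0.25, and the smallest adjusted p-value among them, 0.161, was that of Ndufb10. Without FGL2 replicate 3, Eno2 passed (log2 fold change 0.17, edgeR adjusted p = 0.0307). The result moved most with limma's camera test, under which 6 sets had an adjusted p-value under 0.05: cell cycle, cholesterol biosynthesis, both respiratory chain sets, endotoxin and NF-kB response, and interferon response. With the replicate number as a block, camera also gave 6 sets.

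Among the other sets, the 32 cell cycle genes had the largest fall, which was not past the threshold after adjustment. Their score was 4.41 ± 0.0361 in controls and 4.31 ± 0.0384 with FGL2 (SD, n = 5 each), a difference of -0.10, and every FGL2 library lay below every control library. This gave the smallest p-value the exact permutation test allows, 0.00794 (adjusted 0.143), and 29 of the 32 members were lower. The 17 scored hypoxia targets outside glycolysis differed by 0.02 (exact p = 0.0238, adjusted 0.214). The endotoxin and NF-kB response (0.04), the unfolded protein response (0.02), the interferon response (0.04) and the amino acid stress response (0.0046) had exact p-values between 0.206 and 0.73. The neural crest progenitor, neuron, glial, mesenchymal, leukocyte and epithelial sets differed by between -0.03 and 0.02, with exact p-values between 0.452 and 0.944. A mean score can hide opposite changes. Of the 16 mesenchymal members 8 were higher, and 7 had an unadjusted edgeR p-value under 0.05, against 8.32% of all genes. Of these members 0 passed the threshold over all genes.

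**Figure D4:**
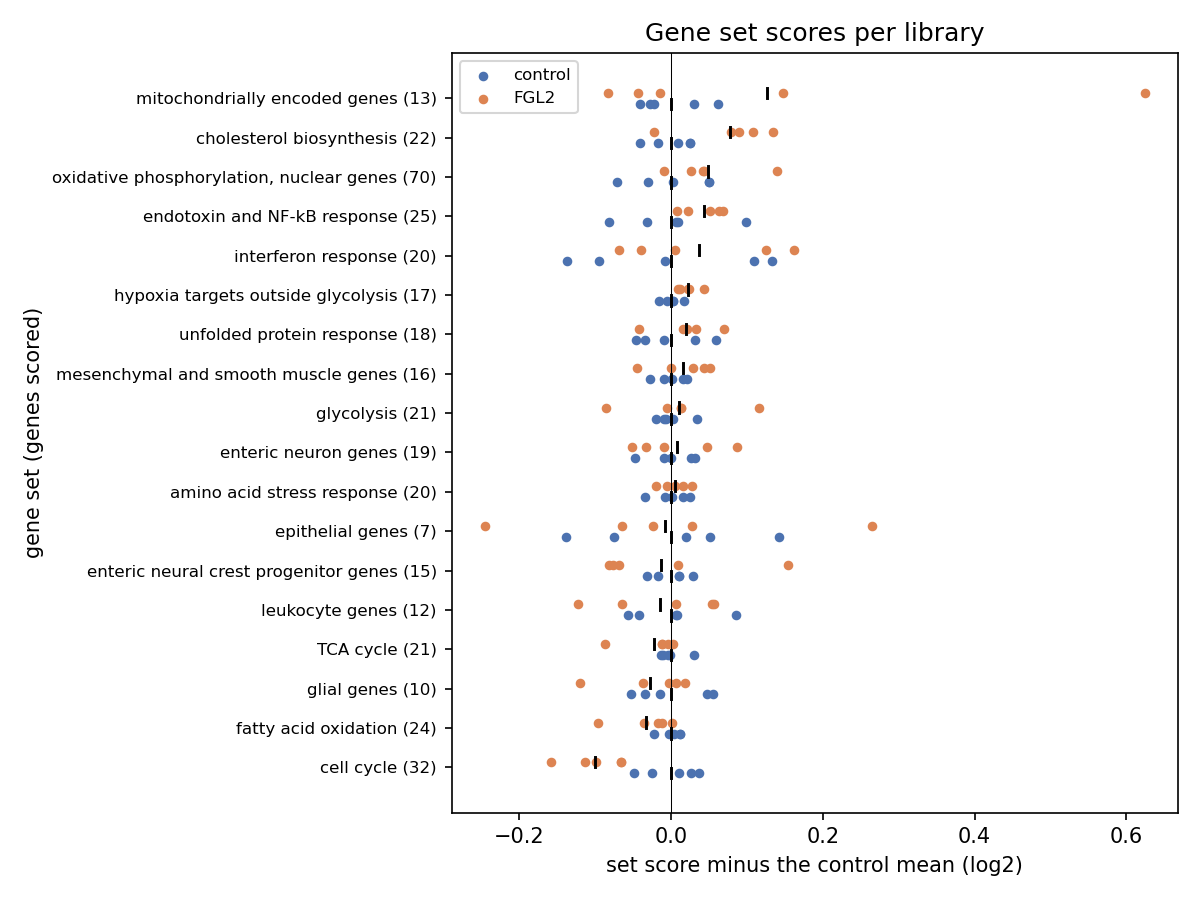
Gene set scores per library, drawn as the difference from the control mean (horizontal axis, log2), for 18 sets with the number of genes scored. Points are libraries and black ticks are group means; the cell cycle set is the one whose FGL2 mean lies lowest, at -0.10, and FGL2 replicate 3 lies apart in the mitochondrially encoded set.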

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

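The GC and length correction behind the tests in this part was chosen only after the data were seen, though before the ratios it gave. Each group of 5 libraries was examined for a library far from the others, by the ratio of its gap to the group's range against a critical value of 0.71. Over 102 pairs of group and result, 6 exceeded it, where chance alone gives about 5.1, so the number of such values is what chance gives. No biological explanation was tested, since the design gives no factor within a group.

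Within the FGL2 group, the share of counts in the 10 largest genes was highest in replicate 3 (6.34%, with the next FGL2 library at 5.71%; ratio 0.91). Without the mitochondrially encoded genes the ratio was 0.283, so the larger share of mitochondrial transcripts in that library may account for it.

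The TCA cycle score of the FGL2 group was lowest in replicate 3 (6.10 against 6.17 in the nearest FGL2 library; ratio 0.829). Removal of each library's trend on GC content and transcript length left a ratio of 0.831, nearly unmoved, so the gap remains without an explanation here. In the control group the TCA cycle score was highest in replicate 1 (6.21 against 6.18; ratio 0.726). There the same correction gave 0.396, and a GC or length bias of that library could account for the gap.

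Of the named genes, within the FGL2 group Sc5d was lowest in replicate 2 (61.1 CPM against 68.4; ratio 0.736) and Eno2 was highest in replicate 1 (89.8 CPM against 81.4; ratio 0.714). Within the control group Uty was lowest in replicate 3 (20.5 CPM against 22.7; ratio 0.927). After the GC and length correction the ratios were 0.64 for Sc5d and 0.695 for Eno2, both under the critical value, and 0.866 for Uty, still above it. These shifts were small, those of Sc5d and Eno2 included, so the correction left most of each gap in place and its source remains open.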

How the results depend on the processing

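The GC and length correction, the quality weights, the interferon covariate and DESeq2 without independent filtering were chosen only after the data were seen, and the other alternatives in this part before. The count of 15 genes stayed within 1.5 times under DESeq2 size factors, limma-voom, both other filters on low counts, the replicate block, the interferon covariate (13 genes) and the GC and length correction, which gave 20 genes, 14 of them shared. The replicate block gave 15 genes, 14 shared with the fit without it, and the block with the correction gave 15, of which 13 were shared. All 15 genes kept their direction in each of these fits and in every fit listed next.

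Other choices moved the count. The DESeq2 Wald test gave 44 genes (27 higher, 17 lower), 13 shared with the 15. Its independent filtering removed genes with a mean count under 374, Cxcl2 and Ranbp3l among them. Without that filtering DESeq2 gave 25 genes, which included all 15. A surrogate variable gave 82 genes (45 higher, 37 lower), 14 shared. Limma-voom with sample quality weights gave 37 genes (25 higher, 12 lower), all 15 included. With replicates 1 to 3 there were 0 genes (0 higher, 0 lower), beside 790 with an unadjusted p-value under 0.05. For DESeq2, the independent filtering accounts for part of the difference in number and for the loss of Cxcl2 and Ranbp3l. For the other settings the cause was not tested directly. The count also rose without FGL2 replicate 3, to 53 genes. Log2 fold changes of Ednrb, Eno2 and Nes in that fit were -0.221, 0.166 and -0.040. Under the surrogate variable they were close to these, at -0.229, 0.170 and -0.037. That library may thus be behind part of the rise under the surrogate variable. Replicates 1 to 3 include it. A 2-fold change was reached by 1 gene when every gene with at least 1 read was tested and by 1 under quality weights, and by 0 genes in the test as reported, where 1117 had an unadjusted p-value under 0.05 at any fold change.

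Across the 10 fits that each left out a library, the count lay between 5 and 53 genes (3 to 33 higher, 1 to 20 lower). The highest came without FGL2 replicate 3, where 14 of the 15 genes were shared, and the lowest without control replicate 4 and without control replicate 5. The number of markers past the threshold over the list was 1 as reported, 2 under DESeq2, 2 under the replicate block, 0 with replicates 1 to 3, and 0 to 2 when a library was left out.

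The 10 named genes that passed the threshold kept their direction under each alternative run on single genes. Of 435 gene results under alternatives, 51 became weaker, 39 of them when a library was left out, and 5 became stronger. Without leaving out a library, the stronger ones were Ndufb10 under DESeq2 and Eno2 and Ednrb under the surrogate variable. Eno2 and Ednrb were also the 2 that passed without FGL2 replicate 3. The weaker ones were Cxcl2 and Ranbp3l under DESeq2 and all 10 named genes with replicates 1 to 3. The 19 reversals all concerned marker genes that had not passed the threshold over all genes. Under the surrogate variable these were Gfra1 (0.0068), Kdm5d (-0.016) and Nes (-0.037). With replicates 1 to 3 they were Eif2s3y (0.034), Gfra1 (0.027), and Kdm5d (-0.031). Leaving out a library gave Ddx3y from -0.060 to 0.016, Gfra1 from -0.031 to 0.015, Kdm5d from -0.016 to 0.029 and Nes from -0.040 to 0.030.

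For the sets, camera gave 6 sets past the threshold against 0 by the exact permutation test, under which 3 had an unadjusted p-value under 0.05. Its differences were 0.078 for cholesterol biosynthesis, 0.125 for the mitochondrially encoded genes and 0.052 for nuclear oxidative phosphorylation. With the replicate block, camera again gave 6 sets, with 0.078, 0.135 and 0.051. Camera takes the spread from genes within a library as well as from libraries, and assumes the inter-gene correlation. The mitochondrial set passed under camera although its difference was 0.0016 without FGL2 replicate 3. Nuclear oxidative phosphorylation passed without a test under the GC and length correction. Medians in place of means reversed 7 sets: TCA cycle (0.022), endotoxin and NF-kB (-0.025), neurons (-0.026), epithelial (0.301), glial (0.113), leukocyte (0.055) and unfolded protein response (-0.045). With replicates 1 to 3, where 3 against 3 cannot reach the threshold and no p-value is given, 5 sets reversed: neural crest (0.017), epithelial (0.083), glycolysis (-0.00014), interferon (-0.068) and leukocyte (0.031). Leaving out a library gave ranges that crossed 0 for amino acid stress (-0.0017 to 0.013), neural crest (-0.055 to 0.0068), neurons (-0.012 to 0.024), epithelial (-0.075 to 0.053), glycolysis (-0.014 to 0.034) and leukocyte (-0.030 to 0.015). The other sets, cholesterol biosynthesis and cell cycle among them, kept their sign in each of these settings.

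The mean correlation of libraries within a group, 0.993, was 0.995 with a prior count of 10 and 0.621 over the 500 genes of largest variance. The mean correlation of same-numbered deviations was -0.0047 with a prior count of 10. On counts simulated with the depth, spread and 5 libraries per group of these data, 56% of genes changed 1.2-fold were recovered, which limits what can be said of genes not called. Depth was not varied apart from the other 2 in that simulation.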

Other observations

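Tests of the endotoxin explanation, the total of FGL2 replicate 3, the splits of the cholesterol and cell cycle sets, the interferon list and the tissue lists were chosen only after the result they bear on was seen. The other tests were chosen before.

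The 15 genes were compared with those given by other splits of the 10 libraries. Each split was counted once, the real split included. Of the 16 splits that part all 5 same-numbered pairs, 2 gave at least 15 genes, and 16 splits cannot give a share under 0.05. Over 100 splits, made of those 16 and 84 others that keep some same-numbered libraries together, 2 gave as many genes, a share under 0.05. For the larger side of a split 2 of the 16, and 2 of the 100, had at least 9 genes, and for the smaller side 1 of the 16, and 1 of the 100, had at least 6. In 91 of the 100 splits 0 genes had an adjusted p-value under 0.05. The calls kept an adjusted p-value under 0.05 in 14 of 15 genes after the GC and length correction, in all 15 when every library was thinned to the smallest total, in 14 without FGL2 replicate 3 and in 13 with the interferon score as a covariate. Library totals did not differ between the groups by more than the spread between libraries (exact permutation p = 0.421), so the thinning tests library size weakly. GC content and length and FGL2 replicate 3 did not account for most of the calls. The interferon score differed between the groups by only 0.04 (exact permutation p = 0.603), so its use as a covariate is a weak test. The 16 splits are too few to separate the 15 genes from a chance split, whereas the 100 splits gave a share under 0.05. Whether the replicate numbers that define the 16 pair the cultures is open, since uncorrelated deviations cannot exclude it. A small effect of FGL2 remains a hypothesis.

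A different split gave more genes than the treatment did. Control replicates 1 and 2 with FGL2 replicates 3, 4 and 5, set against the other 5 libraries, gave 29 genes, 28 of them on the same side, and 0 were shared with the 15. Of the 29, 6 were in the interferon list of 20 tested genes, where 0.0432 are expected by chance. The interferon score was 7.60 and 7.63 in control replicates 1 and 2 and 7.50, 7.62 and 7.65 in FGL2 replicates 3, 4 and 5. It was 7.36, 7.48 and 7.40 in control replicates 3, 4 and 5 and 7.42 and 7.45 in FGL2 replicates 1 and 2. A candidate explanation is an interferon response that differed between cultures in both groups, by 0.18 on the log2 scale between the parts. The labels give no batch that could be set against this split, so culture, handling and library preparation cannot be told apart as its source.

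FGL2 replicate 3 was the least correlated with the other libraries. Its total of 17.79 (in units of 1e+06 counts) lay inside the range of the others. GC content and length explained 2.21% of its deviation, less than in FGL2 replicate 1 (23.7%), and its deviation had a Spearman correlation of 0.066 with transcript length, smaller than in control replicate 5 (0.26). Without the mitochondrially encoded genes its mean correlation with the others was 0.9909, still the lowest of the 10, but removal of so few genes hardly moves such a correlation, so that test leaves a link with mitochondrial transcripts open. A difference in RNA quality or in the authors' quantification was not tested, and the pattern is not called biological. FGL2 replicate 1 had the strongest trend on GC content and length of the 10.

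Cholesterol biosynthesis genes were higher with FGL2 in 21 of 22 members, and 7 of all splits of the 10 libraries into 5 and 5 put as many members on the same side, a share above 0.05. The set's difference was 0.079 after the GC and length correction, 0.078 at equal totals and 0.103 without FGL2 replicate 3, each with an exact permutation p under 0.05 before adjustment. That p was 0.246 with the median of the set and 0.0635 with unscaled totals, and it lay between 0.00794 and 0.0714 when a library was left out. Coordinated variation of these genes between cultures, unrelated to the treatment, may therefore account for the pattern. Cell cycle genes were lower in 29 of 32 members, and 5 of those splits did as much, a share under 0.05. Its difference was -0.099 after the correction, -0.099 at equal totals and -0.109 without FGL2 replicate 3. Library totals did not differ between the groups by more than their spread, so equal totals test library size weakly for both sets. The correction changed other results, such as the number of genes past the threshold (15 to 20). It hardly moved the difference of either set, which argues against GC content and length as the source of these differences. A slightly lower share of dividing cells with FGL2 is no more than a hypothesis. The set failed adjustment over the 18 sets (0.143). A set that alone reaches the smallest exact permutation p-value cannot pass that adjustment, so this failure decides nothing.

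Hspa1b was tested together with its near-identical copy Hspa1a. The summed counts had a log2 fold change of 0.223, so fragments moved between the copies do not account for the rise, although Hspa1a alone did not pass (0.16, edgeR adjusted p = 0.497).

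Recombinant proteins can carry endotoxin, which induces chemokine genes such as Cxcl2. Of the 25 scored members of the endotoxin and NF-kB list, 2 were among the 15 genes, Cxcl2 included, and 6 had an unadjusted p-value under 0.05. The whole list differed by 0.04 (exact permutation p = 0.206), and camera gave it an adjusted p of 0.0133. When a library was left out, its difference lay between 0.024 (without control replicate 5) and 0.068 (without control replicate 1). The exact permutation p, before adjustment, was 0.0238 without control replicate 1 and above 0.05 in every other such fit. Without those 2 members the difference was 0.014 (exact permutation p = 0.706), and 14 of the 23 left were higher. Removal of the members that passed favours a small remainder, so this test shows little, and the rise of Cxcl2 cannot be told apart from a response to endotoxin.

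Transcripts of a list of mesenchymal and smooth muscle genes were abundant in all 10 libraries. The median CPM of the list, itself taken as the median over libraries, was 188, against 26.3 for the neural crest progenitor list, 12.7 for neurons, 11.6 for glia, 2.09 for leukocytes and 0.647 for epithelium. The mesenchymal median exceeded the neural crest median at least 6.21-fold in every library. Mesenchymal cells from the gut wall in the cultures are a candidate source. Neural crest cells that express matrix genes in culture would give the same values, and bulk counts cannot separate the 2.

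The small spread between libraries raises the question of how far the replicates are independent. Y-linked transcripts, whose dose depends on the embryos used, had a spread between libraries at percentiles 10.5, 21, 59 and 82 for Uty, Kdm5d, Ddx3y and Eif2s3y among 200 genes of like expression. This is consistent with cultures split from a single pool of cells, but separate pools of many embryos would give the same, so the 2 cannot be told apart.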
